A study of Drosophila melanogaster with 4 samples. Its data were reported in "The Functions of Grainy Head-Like Proteins in Animals and Fungi and the Evolution of Apical Extracellular Barriers" (2012).

How the data were processed

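Gene expression was measured in whole Drosophila melanogaster embryos of late stage 16 and early stage 17, raised at 25°C. Embryos homozygous for grhIM, an allele of grainy head (grh) with a stop codon in the part that encodes the DNA-binding domain, were compared with wild-type embryos. Both genotypes carried the eye-colour and body markers cn, bw and sp, and the wild-type strain also carried y. The labels give 2 replicates per genotype, each a pool of about 500 embryos, so 4 arrays were used. Per the labels, 50 µg of RNA was cleaned for each sample and 500 ng was converted to Cy3-labelled cRNA, which was hybridised to 1-colour Agilent arrays with 43603 gene spots. All 4 arrays lay on 1 slide. The grhIM arrays and the wild-type arrays occupied different positions on it, 1 array each.

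The deposited scanner files hold intensity values on a linear scale, made by the authors with Agilent Feature Extraction, version 10.7.3.1 per the file headers, on a grid of genome build dm3. The processed intensity is background-subtracted within the array and is not scaled between arrays. The median intensity of a spot and of its local background are raw. Flags of 0 or 1, a unit of their own kind in the deposited files, mark spots that are saturated, non-uniform, outliers of their probe, or well above background. A deposited table of the whole series holds the authors' normalised intensity for 24684 probes. Its values were compared with the scanner values on the log2 scale. Over probes they correlated with the raw median signal at 0.9991 to 0.9996 and with the processed signal at 0.990 to 0.991, and its smallest values were 39.5 to 50.6 per array, so the table was read as linear values that keep their background. The medians of its 4 columns were 1159, 1160, 1186 and 1163. Its filter is not given in the sources used here. Of its probes, 96.3% were well above background on all 4 arrays, against 1.77% of the other probes.

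The main values were log2 processed signals. Control spots and spots marked as non-uniform or outliers were left out, which removed 15 of 32162 probes, and the spots of a probe were averaged. No spot was saturated. The 4 arrays were normalised together by cyclic loess (span 0.7, 3 iterations), since the study normalised all samples together by a loess method. A probe counted as well above background on an array if at least 50% of its spots were marked so, and it was tested if that held on both arrays of at least 1 genotype. The probe with the highest mean level over the 4 arrays stood for its target. Genotypes were compared with limma (lmFit and eBayes) with 1 term for genotype, p-values were adjusted by Benjamini-Hochberg, and a target was called at an adjusted p under 0.01. Where no probe of a target was well above background on either array of a genotype, the fold is a bound: the mean of the brighter genotype against the mean, over the arrays of the dimmer genotype, of the higher of the lowest signal among probes well above background and the probe's own signal. Counts of changes of at least 8-fold take such targets at their bound.

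The scanner files name probes by accession and hold no gene symbol. The unit counted is therefore the target, an accession that can share a gene with other accessions, and not the gene that was planned. The array has 26228 targets, of which 14755 are named by a FlyBase transcript accession, while the others, such as clones and RefSeq accessions, can be annotated genes too. A table of RefSeq genes for assembly Release 6 named 418 probes, or 1.30% of all, which belong to 353 genes. Names were taken from that table alone. No coordinates were used, because the table and the files use different builds. The planned tests of gene families by symbol were not run, since few members of the families could be named. The cytosolic ribosomal proteins reached the planned minimum number of tested genes, but their family was not tested either. Of the 234 genes the study lists in its categories, 5 could be named, and of the genes that were to be named in any case only grh could be. Yellow, Ddc, cora, Fas3, baz, Dg, Cht3 and the antimicrobial peptide genes of the fixed list were not analysed here.

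The rule for named targets, fixed before the data were examined, took grh and other fixed genes, the 5 largest rises and the 5 largest falls among called targets well above background on all 4 arrays, and the 3 largest bounds in each direction. Because most of these have no name, at most 2 rising and 2 falling accessions are printed. The named genes with the largest changes were chosen after their values were seen, as were the ribosomal protein and roX targets.

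Alternatives fixed before the data were examined were scaling to the 75th percentile, quantile normalisation, no normalisation, scaling to the E1A spike-ins (RNA added to each sample, 10 classes of 32 spots), the deposited table, other filters and probe rules, eBayes with trend and robust settings, other thresholds, a replicate block, and leaving out each array. The planned normexp correction of the mean signal was not run because the files used here hold the median signal, and normexp (offset 50) on the median signal replaced it. That, raw median signals with no background subtraction, and targets with a FlyBase transcript accession alone were chosen after seeing the data.

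The number of arrays limits the precision. The fit was tested on simulated data for the same comparison, with 20349 targets and 5 draws. With 200 changed targets per draw and spreads drawn from the fitted prior, 0% of 2-fold changes, 66.8% of changes of 2 log2 units and 98.0% of changes of 5 log2 units were recovered, and 1.55% of calls were false. With 2000 changed targets these shares were 51.4%, 93.8% and 99.6%, with 0.958% of calls false. With spreads taken from the observed values in shuffled order, 34.0% of changes of 2 log2 units were recovered at 200 changed targets. A first version of this test, with 200 changes of at most 2 log2 units and the shuffled spreads, gave 0 calls; the sizes and the spreads were then widened. The chance of a call therefore depends on how many targets change. Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.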

Results

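Transcript levels were compared between 2 grhIM and 2 wild-type pools of late embryos. The share of probes well above background was 75.9% and 80.0% on the grhIM arrays and 77.6% and 83.1% on the wild-type arrays. The median raw signal of the gene spots lay between 557 and 629, and that of the 153 negative-control spots between 53 and 57.5. Probes with 10 spots on an array had a median standard deviation between spots of 0.06 to 0.07 on the log2 scale. Over the 20349 tested targets, the standard deviation between replicates was 0.19 for grhIM and 0.25 for wild-type, and the genotype differences had a standard deviation of 0.89.

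The transcript of the mutated gene was examined first. The grhIM lesion is a stop codon, so its transcript can remain and does not check the labels. The table named 3 probes of 1 clone accession, LD38807, as grh. The brightest had a normalised log2 signal of 9.75 ± 0.12 (SD, n = 2) in grhIM and 8.82 ± 0.10 (SD, n = 2) in wild-type, a difference of 0.93 ± 0.13 (SE), or 1.91-fold, with a limma adjusted p of 0.00948. The second probe was higher by 0.87 ± 0.15 (SE) and was not called over all probes (limma adjusted p 0.0171). The third, at 6.37 in grhIM and 6.24 in wild-type, differed by 0.14 ± 0.18 (SE), above the SD of 0.10 between the grhIM replicates and below that of 0.30 between the wild-type replicates, and was not called (limma adjusted p 0.637). Among the alternatives, normexp on the median signal moved the grh difference most, to 0.62 with a limma adjusted p of 0.0431. By RT-PCR, the study describes roughly similar grh transcript levels in both genotypes. It gives no RT-PCR fold for grh, so whether the 2 brighter probes here differ from that result cannot be told. The call of grh lay close to the threshold and was lost whenever any of the 4 arrays was left out.

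**Figure D1:**
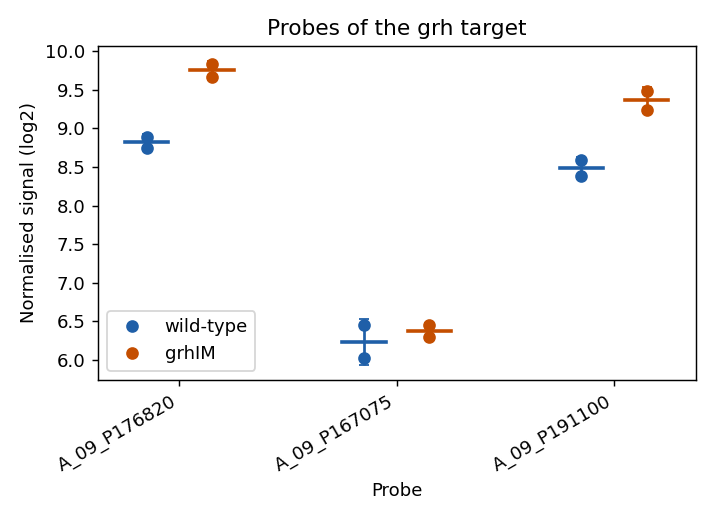
Normalised log2 signal (vertical axis) of the 3 grh probes (horizontal axis) on each array, as points, with the mean of 2 replicates as a bar and the SD as an error bar. In the brightest probe both grhIM arrays, at 9.67 and 9.84, lie above the wild-type arrays at 8.75 and 8.89.

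To ask how widely the transcriptome differed, every target was tested. At an adjusted p under 0.01, limma called 1880 of 20349 targets, or 9.24%, of which 820 were higher and 1060 lower in grhIM. The smallest called change was 0.77 on the log2 scale and the fitted median was 1.65, or 3.13-fold. With the targets at background in 1 genotype set to their bound, the median was 1.64, or 3.11-fold, at least a 2-fold change was seen in 1652 of the called targets and at least an 8-fold change in 308, of which 201 fell and the others rose. By fitted values alone the last count was 321. The median difference over all tested targets was -0.01. Leaving out wild-type replicate 1 moved the count most, to 0 calls by limma at adjusted p under 0.01, with 8387 targets at an unadjusted p under 0.05. The smallest adjusted p in that fit was 0.0105.

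**Figure D2:**
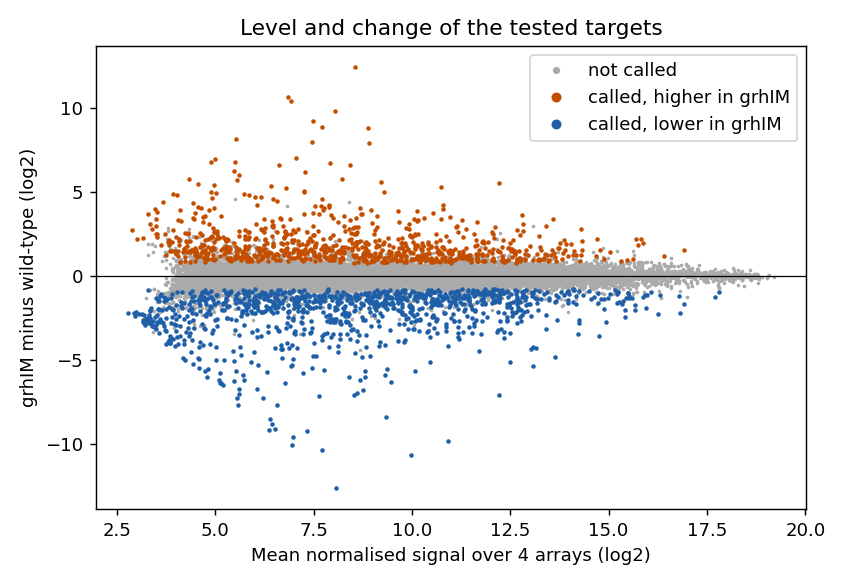
Difference between grhIM and wild-type (log2, vertical axis) against the mean normalised log2 signal over 4 arrays (horizontal axis) for the 20349 tested targets, 1 point each. The 820 called targets that were higher and the 1060 that were lower are coloured and spread over most of the signal range.

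Among called targets well above background on all 4 arrays, FBtr0073062 and TC218948 had the largest rises when all 4 arrays were used and the brightest probe stood for the target. FBtr0073062 was higher by 8.84 ± 0.77 (SE), with 14.48 and 12.13 on the grhIM arrays and 4.66 and 4.28 on the wild-type arrays, so its replicates also differed widely (limma adjusted p 0.00238). Its rise was 7.35 with the mean over its probes, below that of TC218948. It was 4.80 without grhIM replicate 1, below the other 4 of the 5 largest rises, and 6.94 without grhIM replicate 2, where in both cases its other probe became the brightest. It was 5.66 with normexp on the median signal (limma adjusted p 0.0498), and without wild-type replicate 2 it was not called (limma adjusted p 0.0215). TC218948 was higher by 7.91 ± 0.27 (SE; limma adjusted p 0.00026), and by 4.997 with normexp, where it was not called either (limma adjusted p 0.0328). None of the 5 largest rises was called with normexp, while all of the 5 largest falls were. FBtr0071980 changed by -10.66 ± 0.28 (SE; limma adjusted p 0.000206) and FBtr0081102 by -9.83 ± 0.45 (SE; limma adjusted p 0.000446). With the mean over its 2 probes FBtr0081102 was at -6.78, a smaller fall than those of the next 3, at -7.09 to -7.90 under that rule, so its place depends on the brightest probe. The next 3 rises were 5.78 to 6.58 and the next 3 falls -7.09 to -8.42. The files used here pair none of these 4 accessions with a gene name.

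A further 261 called targets had no probe well above background on either array of 1 genotype. Of these, 79 were measured in grhIM and 182 in wild-type. Their median bound was 5.80-fold. The largest bound on a rise was 3941-fold and the largest on a fall 3768-fold, on the scale of the processed signals. Both rest on the lowest signal among probes well above background, so the true folds can be smaller. The fitted log2 rise of the first, 12.45, became 8.68 with the deposited table and 6.84 with normexp, where it was not called (limma adjusted p 0.0207), and the fall of the second, -12.65, became -8.78 and -7.89. Among named genes, tun and CG9759 were not well above background in grhIM. The bound on the fall was 8.26-fold for tun (limma adjusted p 0.000736) and 4.68-fold for CG9759 (limma adjusted p 0.00719). For CG9759 the bound was the fitted fold itself. The fitted log2 difference of tun, -3.28, became -0.87 with the deposited table and -0.49, no longer called, with normexp on the median signal (limma adjusted p 0.129). That of CG9759, -2.23, became -0.52 with the deposited table, -0.54 with raw median signals and -0.26 with normexp, and was not called in any of these, without a filter on dim probes or without either wild-type array. Without wild-type replicate 1 tun was not called.

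Of the 299 tested targets with a gene name, 38 were called, 14 higher and 24 lower in grhIM. Cpr60D, which encodes a cuticle protein, had the largest change, from 12.07 ± 0.25 (SD, n = 2) in wild-type to 4.98 ± 0.02 (SD, n = 2) in grhIM. This was a difference of -7.09 ± 0.15 (SE), with a limma adjusted p of 0.000206, and it became -5.38 with the deposited table and -4.47 with normexp on the median signal. The next were CG9757 at -4.34, TTLL1A at -3.86, Non1 at -3.42 and CG33178 at -3.34. The rises were smaller, with hpRNA:CR33940 at 1.96, atos at 1.81, lncRNA:CR33942 at 1.70, CG9672 at 1.67 and sick at 1.47. Their SE lay between 0.11 and 0.20. Of the genes with these falls and rises, only atos had more than 1 tested probe. A sequence variant under the probe therefore stays open for the others. With normexp lncRNA:CR33942, CG9672, sick and Non1 were not called (limma adjusted p 0.0155 to 0.0820). The sick target was also not called with spike-in scaling (limma adjusted p 0.0148) or without a filter on dim probes (0.0126). Without wild-type replicate 2 atos was at 1.82 and sick at 1.48, and neither was called.

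The study lists genes in functional categories, and 5 of its 234 genes could be named. limma called 4 of the 5 over all targets tested and 5 adjusted over the list alone. The study chose the list on these arrays, so neither count is independent evidence. In the cuticle and chitin category, Cpr60D and obst-B were lower, obst-B by -1.98 ± 0.12 (SE; limma adjusted p 0.000814). Acp65Aa of the same category changed by -1.68 ± 0.30 (SE) and was not called over all targets (limma adjusted p 0.0197). The protease gene CG9672 was higher by 1.67 ± 0.11 (SE; limma adjusted p 0.00117) and the polarity gene scrib by 0.89 ± 0.11 (SE; limma adjusted p 0.00689). The call of scrib was lost whenever any of the 4 arrays was left out (limma adjusted p 0.0181 to 0.0449), without normalisation (0.0193), with spike-in scaling (0.0608), without a filter (0.0220) and with normexp (0.0114).

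**Figure D3:**
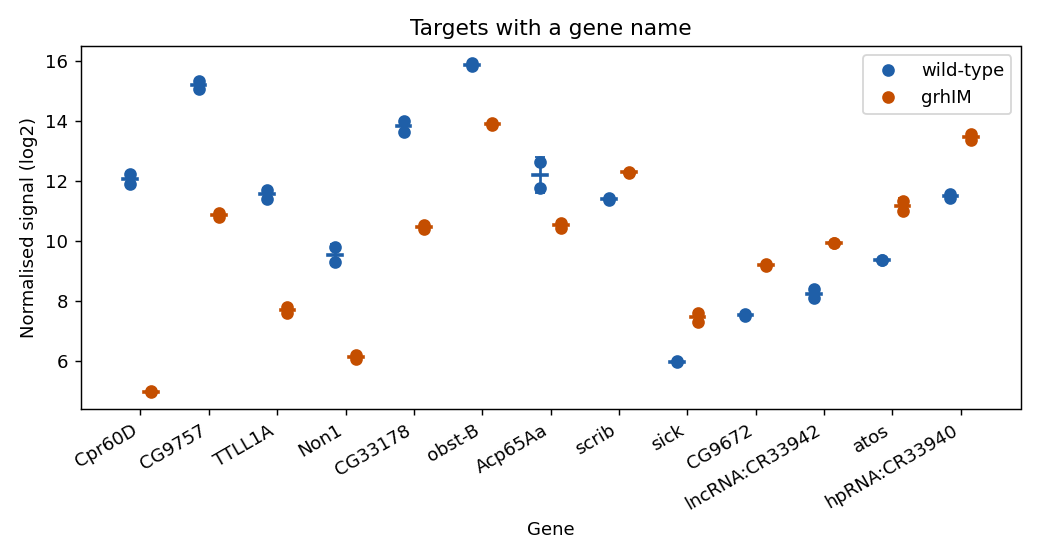
Normalised log2 signal (vertical axis) of 13 targets with a gene name (horizontal axis) on each array, as points, with the mean of 2 replicates as a bar and the SD as an error bar. Cpr60D fell from 12.07 to 4.98, and the rises were at most 1.96.

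Different probes of a target did not always follow each other. Of 4002 targets with at least 2 tested probes, 489 had a called probe. In 164, or 4.10% of the 4002 and 33.5% of the 489, a called probe had a partner of opposite sign or with under 25% of its change.

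The E1A spike-ins, added to every sample, gave a reference outside the embryo RNA. After the loess fit to the gene probes, their mean log2 signal was 11.13 and 11.06 on the grhIM arrays and 11.16 and 10.86 on the wild-type arrays. The mean difference between genotypes was 0.08, which lay above the standard deviation of 0.05 between the grhIM replicates and below that of 0.21 between the wild-type replicates. Over the 10 classes it ranged from -0.27 to 0.30. Scaling to the spike-ins shifted the median of all targets to -0.12 and gave 1547 called targets, 37.4% of them higher, against 43.6% under loess.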

Values the study reported

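The study reported over 1,200 misregulated genes in grhIM embryos at a false discovery rate below 0.01. It placed 64 genes in a category of cuticle formation and chitin metabolism, 42 of them lower and 22 higher in the mutant. The array was described as holding 43,603 spots for about 13,000 FlyBase genes.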

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

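Normexp on the median signal, raw median signals and the restriction to FlyBase transcript accessions were chosen after seeing the data, and the other alternatives before. The count of 1880 called targets stayed within 1.5 times under every scaling, the deposited table (2216), both probe rules and the trend and robust fit. It fell to 883 with no filter on dim probes, to 541 with normexp on the median signal and to 1146 with FlyBase transcript accessions alone, where fewer targets were tested. It was 4230 at adjusted p under 0.05. Of the 541 calls under normexp 522 were among the 1880, and 33.5% were higher in grhIM. The cause was not tested for these changes, other than the smaller number of targets.

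The labels do not say that equal replicate numbers share a batch. With 2 pairs, the correlation of same-numbered deviations over targets was 0.25. With a replicate block 2941 targets were called.

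Leaving out single arrays gave 0 to 1735 called targets, with 1076 without wild-type replicate 2 and 0 without wild-type replicate 1. The lone array was assumed to vary like the other genotype. The filter and the probe of a target were chosen on the arrays that remained. Under the same omissions the targets measured in 1 genotype numbered 0 to 332, the listed genes called 0 to 4, and the share of targets with disagreeing probes 0 to 3.0%. That share was 2.49% without grhIM replicate 1 and 2.32% without wild-type replicate 2.

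The grh difference stayed above 0 in every alternative run. Its adjusted p passed 0.01 without normalisation (0.93), with spike-in scaling (0.83), without a filter (0.93), with the mean over probes (0.65), with normexp on the median signal (0.62), and in each fit that left out an array (0.85 to 1.02). Over all alternatives its adjusted p ranged from 0.00432 to 0.0646.

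The 261 targets measured in 1 genotype became 143 with the deposited table, 143 with raw median signals and 9 with normexp. A filter of well above background on all 4 arrays leaves none to count. Of the 5 listed genes, 2 were called with normexp, and 5 with the deposited table, raw median signals, the trend and robust fit, the replicate block, and at adjusted p under 0.05. Acp65Aa was the gene gained, with an adjusted p of 0.00224 to 0.00972 in the first 4 of these. Without normalisation, with spike-in scaling, without a filter and with at least a 2-fold change, 3 were called. The share of targets with disagreeing probes was 2.00% without a filter, 1.62% with normexp and 9.62% at adjusted p under 0.05. The spike-in difference of 0.08 was 0.10 without normalisation and 0.14 at the 75th percentile, moves below the wild-type replicate spread of 0.21 under loess. Without normalisation the difference, 0.0957, was not below the replicate SDs of that setting, 0.0234 for grhIM and 0.0954 for wild-type. At the 75th percentile it lay between them, at 0.0588 for grhIM and 0.225 for wild-type. The cause of the changes listed in this paragraph was not tested.

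Over the other named targets and alternatives, 578 comparisons kept direction and side of the threshold, 61 lost the call, 5 gained it and 11 reversed, none of the reversals in a called target. Calls that were kept could still change in size. In 11 comparisons over 7 called targets the log2 difference moved by more than 1.5 times: FBtr0073062 from 8.84 to 4.80 without grhIM replicate 1, Cpr60D from -7.09 to -4.47 with normexp, tun from -3.28 to -0.87 with the deposited table and with raw median signals, and 4 other targets measured in 1 genotype under 1 or more of those last 3 settings. RpS29, at 0.01, became -0.0011 at the 75th percentile, -0.044 without normalisation, -0.14 with spike-in scaling, -0.086 with normexp, and -0.16 to 0.17 with an array left out, and was called in none of them. The sta target, at 0.025, became -0.054 with spike-in scaling, -0.057 with normexp, and -0.066 to 0.12 with an array left out. The roX2 target at 0.09 became -0.013 with spike-in scaling. Gene family tests and normexp on the mean signal were not run. Signal over background limits the dim targets. Their folds are bounds only where no probe was well above background on either array of 1 genotype, and other dim targets keep fitted folds.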

Other observations

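The test of partner probes was set out before its result was seen, and the tests of the deposited folds, grh, the roX RNAs, ribosomal protein targets and array position only after. The count here was 1880 targets. That is higher than the value quoted from the study above. It counts accessions by another test, so the numbers do not measure the same thing.

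Folds in the deposited table were smaller than those from processed signals. Among called targets of at least 2-fold, the median ratio of deposited to processed log2 change was 0.372 in the 25% with the dimmest signal in the dimmer genotype (397 targets) and 0.981 in the brightest 25%. Raw median signals after the same loess gave 0.370 and 0.983. The deposited values follow these signals closely, so this match adds no separate support. The targets were chosen and binned on processed signals, which may by itself lower the ratio among dim targets. Without the targets at background in 1 genotype, whose processed folds are bounds, the deposited ratios were 0.492 and 0.984. This is consistent with background left in the deposited values, a technical explanation. Targets that are nearly silent in 1 genotype may thus appear far less changed in the table than on the scanner scale.

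The brighter 2 of the 3 grh probes were higher in the mutant, and the third differed by 0.14 ± 0.18 (SE). For the brightest, the difference over 5 scalings was 0.834 to 0.972, above 0 by more than 2 standard errors in each, though it was not called without normalisation (limma adjusted p 0.0254) or with spike-in scaling (0.0646). This argues against scaling between arrays as the cause. A response of the gene to loss of its own protein may be a candidate explanation, but it was not tested, and a difference in developmental age or strain stays open.

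Different shares of males in the pools could shift many targets. The 4 targets of the male-specific RNAs roX1 and roX2 changed by at most 0.447 in size, against a median called change of 1.65. By limma 0 of 4 were called at adjusted p under 0.01. The smallest change called anywhere was 0.77, so the lack of calls adds nothing here. A roX1 target was at -0.447 (limma unadjusted p 0.0127) and a roX2 target at -0.426 (0.0113). The others were at -0.173 (0.175) and 0.087 (0.478). The sizes argue against sex ratio as the whole cause, and a small difference in sex ratio stays open. The position of an array on the slide differed between all arrays. The spike-in classes on the same arrays differed between genotypes by at most 0.296 in size after loess, and arrays of 1 genotype at different positions differed by at least 8-fold in 6 targets for grhIM and 2 for wild-type by fitted values, against 308 called targets between genotypes with bounds. This argues against position as the whole cause, and small position effects stay open.

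The 308 changes of at least 8-fold may include sequence variants between the strains under a probe. Of 53 such targets with another tested probe, 45, or 84.9%, had every partner changed the same way by at least 25% as much, and 8 did not. By fitted values alone it was 46 of 54. The shared changes in these 45 targets argue against a variant under 1 probe alone as the whole cause there. The positions of the probes were not used here, and overlapping probes would share a variant. A shared variant therefore stays open, as any variant does for the other 8 and for the 255 targets without a partner.

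RpL7, which encodes a ribosomal protein, was at -1.83 ± 0.15 (SE; limma adjusted p 0.00192), called under the alternatives other than without wild-type replicate 1 (-1.67). The other 9 named ribosomal protein targets, 4 cytosolic (RpL11, RpL29, RpS29 and sta) and 5 mitochondrial, had a median of -0.028 and a range of -0.43 to 0.19. By limma 0 of the 9 were called, and 0 had an unadjusted p under 0.05. This argues against a general loss of ribosomal protein transcripts, though RpS29 and sta change sign between scalings. The RpL7 target has 1 probe, so a sequence variant under it cannot be told apart from a change of the transcript. Its signal, 10.24 in wild-type and 8.41 in grhIM, lay far below those of RpL11, RpL29 and sta. These were at 17.7 to 18.2 in both genotypes. RpS29 was dimmer still, at 6.05 in wild-type and 6.06 in grhIM. How well the dim RpL7 and RpS29 probes report their transcripts was not tested.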
